# Regulation and bioinformatic analysis of circ_0015891/miR-129-1-3p axis in methamphetamine-induced dopaminergic apoptosis

**DOI:** 10.3389/fendo.2022.999211

**Published:** 2022-09-20

**Authors:** Bingpeng Deng, Xuan Tang, Yong Wang

**Keywords:** miR-129-1-3p, apoptosis, circ_0015891, methamphetamine (METH), bioinformatic analysis

## Abstract

Methamphetamine (METH) abuse can result in severe neurotoxicity, for which the mechanism is not yet clear. In the present study, we investigated the role of noncoding RNAs in METH-induced dopaminergic neurotoxicity, and analyzed the underlying mechanism using bioinformatic methods. We confirmed by flow cytometry that miR-129-1-3p is involved in promoting dopaminergic apoptosis under METH treatment and its role could be inhibited by a high concentration of circ_0015891. Also, we combined transcriptomic data with bioinformatics to explore the downstream mechanism of miR-129-1-3p regulation of METH-induced apoptosis, highlighted the potentially pivotal figure of response to nutrition. Further bioinformatic analysis of circ_0015891 was conducted as well and showed that circ_0015891 was the sponge of various microRNAs that effect apoptosis by different mechanisms. Collectively, we found a novel circ_0015891/miR-129-1-3p axis that may be a promising therapeutic target for METH-induced dopaminergic neurotoxicity.

## Introduction

Methamphetamine (METH), a psychoactive drug derived from amphetamine, is globally and seriously abused on a large scale due to its high potential for addiction and relatively low difficulty to access (1, 2). In addition to its potent addictive properties, METH also causes neurotoxicity that cannot be ignored. More than 4 decades ago, METH-induced dopaminergic toxicity was reported (3, 4). Multiple mechanisms concerning apoptosis, the generation of reactive oxygen and nitrogen species, hyperthermia and aberrant dopamine/glutamate transmission were uncovered to explain METH-caused impairment to dopaminergic cells (5, 6). However, the underlying mechanisms involved in dopaminergic toxicity induced by METH are still not completely determined and need more exploration.

MicroRNAs (miRNAs/miRs) are a species of short, evolutionarily conserved, single-stranded linear non-coding RNAs with a length of 18-25 nucleotides (7). Numerous studies have confirmed that miRNAs play crucial roles in various pathophysiological processes that encompass psychoactive drug-related pathways through complementary base pairing with targeted mRNAs (8). A previous study verified that miR-143 reduced METH-mediated microglial apoptosis by targeting BBC3 (9), whereas studies focusing on the role of miRNAs in dopaminergic apoptosis are still lacked.

Circular RNAs (circRNAs) are a class of covalently closed loop noncoding RNAs that are more stable than their associated linear RNA (10, 11). As an endogenous sponge of targeted miRNAs, circRNA functions in suppressing miRNAs. It has been proven that circHIPK2 binds and thus inhibits miR-124-2HG, resulting in the astrocyte activation under METH treatment (12). However, whether circRNA/miRNA axes are involved in mediating METH-induced dopaminergic apoptosis is mainly unknown.

The present study demonstrated that circ_0015891/miR-129-1-3p axis regulated METH-induced dopaminergic apoptosis, and analyzed underlying mechanism by using bioinformatic methods.

## Methods

### Cell culture

The human neuroblastoma cell line SH-SY5Y was purchased from Shanghai Zhongqiao Xinzhou Biotechnology Co., Ltd (Shanghai, China) and cultured in minimum essential medium (MEM, 45%; Shanghai Zhongqiao Xinzhou Biotechnology Co., Ltd) supplemented with 10% fetal bovine serum, 1% sodium pyruvate and 1% penicillin/streptomycin and F12 medium (45%). Incubator for cell culture was set to 37°C and 5% CO2.

### Extraction and sequencing of RNA

The METH group was treated with 2 mM METH for 24 hours and the control group was treated with the same volume of PBS for 24 hours. The cultured cells were counted and washed twice with PBS. The appropriate amount of TRIzol^®^ reagent (Sigma-Aldrich, Saint Louis, MO USA) was added to the lysate and repeatedly blown until complete lysis was achieved. The lysate (1.5 ml) was transferred to a centrifuge tube without enzyme and stored at -80°C. The integrity of RNA was assessed using agarose gel electrophoresis. The quality of RNA was checked using a NanoDrop spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). Transcriptome sequencing was completed using the HiSeq^®^ sequencing platform (Illumina, San Diego, CA, USA), and differentially expressed genes (DEGs) were analyzed using DESeq2. Experiments were performed in triplicate for each experimental group.

### Reverse transcriptase quantitative polymerase chain reaction

Total RNA from SH-SY5Y cell line was extracted using TRIzol^®^ reagent (Thermo Fisher Scientific, Waltham, MA, USA) and absorbance values were measured at 260 nm vs. 280 nm using a UV spectrophotometer to calculate RNA concentration and purity. Depending on the amount of RNA used, the appropriate concentration of ATP was diluted. miRNA Reverse Transcription Kit (Beijing ComWin Biotech Co., Ltd, Beijing, China) was used to complete the reverse transcription of the extracted RNA in two steps: 1. Mixing total RNA, diluted ATP and E.coli Poly (A) polymerase to prepare Poly(A) reaction solution 2. The Poly(A) reaction solution was mixed with dNTPs, RT primer and other auxiliary reagents with an incubation for 50 min. The synthesized cDNA reaction solution can be directly used for fluorescence quantitation assay or stored at -20°C for backup. Quantitative PCR was using SYBR Green method. H-U6 was the internal reference gene for the miRNA assay with forward primers F (CTCGCTTCGGCAGCACA), reverse primers R (AACGCTTCACGAATTTGCGT). The sequences of the synthesized miRNAs are: miR-1233-3p (TGAGCCCTGTCCTCCCGCAG), miR-151a-3p (CTAGACTGAAGCTCCTTGAGG), miR-31-5p (AGGCAAGATGCTGGCATAGCT), miR-532-3p (CCTCCCACACCCAAGGCTTGCA), miR-1225-5p (GTGGGTACGGCCCAGTGGGG ), miR-615-5p (GGTCCCCGGTGCTCGGATC), miR-107 (AGCAGCATTGTACAGGGCTATCA), miR-3127-5p (ATCAGGGCTTGTGGAATGGGAAG), miR-193a-5p (TGGGTCTTTGCGGGCGAGATGA), miR-129-1-3p (AGCCCTTACCCCAAAAAGTATAA). H-GAPDH was the internal reference gene for the circRNA assay with forward primers F (ACAGCCTCAAGATCATCAGC), reverse primers R (GGTCATGAGTCCTTCCACGAT). Primers for circ_0015891 were F (TCCCTTTAACCCAAGACCCTGC) and R (CTTGCAGTAAATCTCCTCACCAT). All primers were synthesised by Sangon Biotech Co., Ltd (Shanghai, China).

### Flow cytometry detection of apoptosis

SH-SY5Y cells were transfected with circ_0015891 plasmid with a final system concentration of 1-4 μg/mL) or inhibitor/mimic of miR-129-1-3p using Lipofectamine™2000 (Invitrogen, Carlsbad, CA, USA). The METH-treatment groups were given a final METH concentration of 2 mM and the control groups were given PBS added to the same volume. The treated cells were incubated in an incubator at 37°C and 5% CO2 for 24 h. After EDTA-free trypsin digestion and three gentle washes of PBS, the treated cells were collected stained using the Annexin V-APC Apoptosis Kit (KeyGEN BioTECH, Jiangsu, China). 5-15min reaction at room temperature with no light and then apoptosis was determined by flow cytometry. Flowjo software was used for apoptosis analysis. The sequences of the miR-129-1-3p mimic-NC were sense (5’-UUCUCCGAACGUGUCACGUTT-3’) and antisense (5’-ACGUGACACGUUCGGAGAATT-3’). The sequences of the miR-129-1-3p inhibitor-NC was 5’-CAGUACUUUUGUGUAGUACAA-3’.

### Dual-luciferase reporter assay

The circ_0015891 dual luciferase reporter vector (wild type) pHG-MirTarget-circ_0015891 was purchased from HonorGene Co., Ltd (Changsha, China) and was transfected into cells with Lipofectamine™2000 (Invitrogen, Carlsbad, CA, USA). Dual-luciferase reporter assay kit (Promega, Madison, WI, USA) was used for activating luciferase activity, which was then detected by Chemiluminescence detector.

### Bioinformatic analysis and visualization

Gene Ontology (GO) analysis of mRNAs was conducted by online database David (https://david.ncifcrf.gov/home.jsp) (13). Metascape (https://metascape.org/) was utilized to enrich and analyze processes and pathways of mRNAs (14). Further analysis was performed using Cytoscape software. Pathway analysis of miRNAs was conducted by DIANA-miRPath tool (http://www.microrna.gr/miRPathv3) (15). Heatmap, volcano plot, string diagram and bi-directional bar graph were visualized by (https://www.bioinformatics.com.cn). ENCORI was applied to predict proteins targeted by miR-129-1-3p and miRNAs sponged by circ_0015891 (16). Binding sites between circ_0015891 and miRNA were calculated by miRanda (cbio.mskcc.org/miRNA2003/miranda.html) (17, 18). METH-related protein were collected by using OMIM (www.omim.org) (19), and GeneCards (https://www.genecards.org) (20), and DrugBank Online (https://go.drugbank.com) (21).

### Statistical analysis

Experiments were carried out at least thrice. Comparisons between the two groups were determined using two-tailed unpaired the student’s t test. All data except for bioinformatic data were analyzed using GraphPad Prism software. Significance was set at *p < 0.05.

## Results

### Identification of miR-129-1-3p from the DEGs between METH-treated SH-SY5Y cells and control group

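SH-SY5Y is a human neuroblastoma cell line, used here as a dopaminergic cell model. RNA was sequenced on the Illumina HiSeq platform from 3 cultures treated with 2 mM METH, a psychostimulant, and from 3 cultures given PBS, both for 24 h. The time field of the sample labels gives day 0, while their treatment protocol gives 24 h as the paper does, and 24 h was used. The PBS columns of the deposited table carry the numbers 10, 11 and 12 while the labels number the PBS samples from 1 to 3, so PBS and METH libraries were not paired. PBS libraries are called PBS 10, PBS 11 and PBS 12 after their columns. The authors headed the expression columns FPKM, which would correct for gene length. Within each column, however, 100% of the values were whole multiples of a single step, whatever the gene, as in read counts scaled only to the library total (CPM), and they were used as CPM. From these steps, the denominators of the 6 libraries were 86.8 to 110.77 M reads in the PBS-treatment group (median 93.1 M) and 85.7 to 107 M reads in the METH-treatment group (median 90.9 M). Reads on the genes of the table numbered from 20027072 to 25449507 per library. The table holds 4101 genes, each with the fold change and p-values of the authors' DESeq2 comparison. All of these genes have an unadjusted p-value of the authors under 0.1, the largest being 0.09998, so genes without a difference by that measure were not analysed here. For the values below, 0.1 was added to each CPM value before taking log2, and the METH-treatment and PBS-treatment groups were compared with limma's moderated test, with Benjamini-Hochberg adjustment over the 4101 genes. An adjusted p-value under 0.1, the threshold of the paper, was taken as past the threshold. With 3 libraries against 3, an exact permutation test of a single gene cannot give a 2-sided p-value below 0.1. Gene positions are those of GENCODE release 29 on GRCh38, and the paper's text does not name the genome build.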

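Of the 4101 genes, 1366 were up-regulated and 1467 were down-regulated in the METH-treatment group at a limma adjusted p-value under 0.1. In 2623 genes (64.0%) all 3 METH libraries lay above or below all 3 PBS libraries, where chance gives 10% of unselected genes. Because the table was selected on the same libraries, adjustment within it is lenient. In data simulated without any changed gene, genes varied independently with a common dispersion, and another count test, edgeR, stood in for the authors' DESeq2. At an unadjusted edgeR p-value under 0.1, 1533 genes were selected. Of these, 803 (52.4%) passed the limma threshold when adjusted among themselves. Only 1 passed when adjusted over all 15724 simulated genes. The authors' adjusted p-values imply that 15724 genes were tested. Adjusted over that number, an alternative chosen after seeing the data, 316 genes were up-regulated and 307 were down-regulated. Among the alternatives set in advance, leaving out METH replicate 2 moved the counts most, to 412 up-regulated and 563 down-regulated genes. Without METH replicate 1 the counts were 491 and 628, and without PBS 12 they were 747 and 854. The authors' own adjusted p-value was under 0.1 for 1592 genes of the table, of which 1502 also passed the limma threshold.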

As shown in our previous transcriptome sequencing results (22), plenty of genes expressed differentially with a significance of adjusted P value < 0.1 in METH-treatment group versus PBS-treatment group in SH-SY5Y cell lines: 2055 genes were up-regulated, 2046 genes were down-regulated. The distribution of the gene expression is visualized in the corresponding volcano plot (**Figure 1A**). 

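The median absolute log2 fold change among the 2833 genes past the limma threshold was 0.87. At a limma adjusted p-value under 0.05, 696 genes were up-regulated and 783 were down-regulated. By limma with 0.1 added, the 3 largest decreases were all in long non-coding RNA genes. They were taken among genes past the threshold, with a mean of at least 1 CPM in a group and no overlap between the groups. AL136529.1 (ENSG00000236648, chromosome 1, 17717687 to 17749978) fell from 5.28 ± 3.46 CPM (SD, n = 3) with PBS to 0.463 ± 0.315 CPM (SD, n = 3) with METH, a log2 fold change of -3.20 (standard error 0.606, limma adjusted p = 0.0108). AC026688.2 (ENSG00000254293, chromosome 5, 154483917 to 154486150) had a log2 fold change of -3.06 (standard error 0.361, limma adjusted p = 0.00272), with 131 to 175 reads per PBS library and 3 to 19 per METH library. AC138028.2 (ENSG00000224888, chromosome 16, 88731180 to 88741425) had a log2 fold change of -3.02 (standard error 0.456, limma adjusted p = 0.00623). It overlaps PIEZO1 on the other strand, and PIEZO1 itself had a log2 fold change of -0.84. The size and ranking of these decreases depend on the value added before taking log2. With 1 added, the log2 fold changes were -1.96 for AL136529.1, -1.20 for AC026688.2 and -1.77 for AC138028.2.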

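The 20 genes with the largest log2 fold change of the authors were CITED2, UTRN, NR4A3, KCNJ2, NR4A2, CEBPD, NPAS4, NR4A1, FAM19A4, CGA, PTGS1, PCDHA8, SLITRK6, TNFAIP8L3, MIR129-1, MYOM1, KRT8P36, RTN4RL1, HAPLN4 and SHISA2. All 20 were past the limma threshold, with adjusted p-values from 0.000355 to 0.0130, and also when adjusted over the 15724 genes. In each of them the 3 METH libraries lay above the 3 PBS libraries, and none lost the call when any single library was left out. Their limma log2 fold changes ranged from 1.95 to 5.48, and 16 of them were among the 20 largest in the limma comparison. In 18 of them the mean with PBS was below 1 CPM, so that the size of the fold change depends on the value added before taking log2. By limma with 0.1 added, the largest change was that of CITED2 (ENSG00000164442, chromosome 6, 139371807 to 139374620), from 0.544 ± 0.474 CPM (SD, n = 3) with PBS to 26.2 ± 12.5 CPM (SD, n = 3) with METH, a log2 fold change of 5.48 (standard error 0.581, limma adjusted p = 0.00172). The ranking depends on the estimate, since NR4A2 was above CITED2 when 0.01 was added (6.35 against 5.82) and in the authors' log2 fold changes (6.834 against 5.624). UTRN (ENSG00000152818, chromosome 6, 144285701 to 144853034) rose from 0.179 ± 0.105 CPM to 6.20 ± 0.483 CPM (SD, n = 3 each), and NR4A3 (ENSG00000119508, chromosome 9, 99821855 to 99866891) from 0.290 ± 0.0917 CPM to 8.67 ± 2.70 CPM. The most abundant of the 20 was NR4A1, at 32.6 ± 16.4 CPM with PBS and 466 ± 191 CPM with METH (SD, n = 3 each). SHISA2 had at most 2 reads and TNFAIP8L3 at most 3 in any PBS library. Counted against a floor of 3 reads, SHISA2 was at least 10.3-fold higher and TNFAIP8L3 at least 41.7-fold higher with METH. By annotation, 18 of the 20 are protein-coding genes, 1 is a microRNA gene (MIR129-1) and 1 is a processed pseudogene. The pseudogene, KRT8P36, lies within DZIP1L on the same strand, and its DESeq2 adjusted p-value on the recovered reads, computed after seeing the data, was 0.129. PCDHA8 shares its locus with other genes of the protocadherin alpha cluster, so the origin of its reads within the cluster is uncertain.

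**Figure D1:**
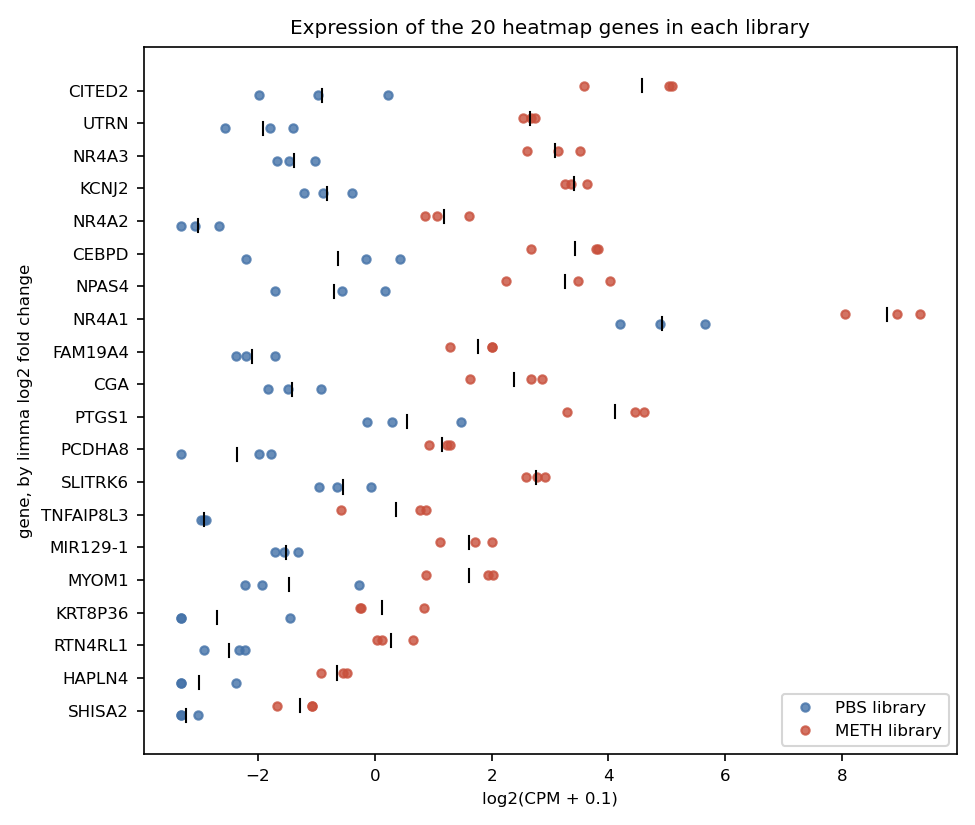
Expression of the 20 genes in each of the 6 libraries, as log2(CPM + 0.1) on the horizontal axis, with genes ordered by their limma log2 fold change. Each point is a library (3 with PBS, 3 with METH) and each vertical line the mean of the group. In all 20 genes the METH points lie to the right of the PBS points.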

The top-20 up-regulated genes under METH treatment were shown in a heatmap (**Figure 1B**). Most of these genes participate in regulation of apoptosis in different types of cells including neurons. As the only non-coding RNA in the top 20 up-regulated genes, miR-129-1-3p was ranking 12^th^ (**Figure 1B**). 

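MIR129-1 (ENSG00000207705), the gene of the precursor of miR-129-1-3p, spans 72 bp on the plus strand of chromosome 7, from 128207872 to 128207943. It is the 1 gene annotated as a microRNA in the table. Its expression was 0.250 ± 0.0471 CPM (SD, n = 3) in the PBS-treatment group and 3.07 ± 0.931 CPM (SD, n = 3) in the METH-treatment group. These values rest on 21 to 28 reads per PBS library and 222 to 336 reads per METH library. The log2 fold change was 3.14 (standard error 0.335, limma adjusted p = 0.00172), and the adjusted p-value over the 15724 genes was 0.00659. All METH libraries were above all PBS libraries (exact permutation test, 2-sided, p = 0.1, the smallest that 3 libraries against 3 allow). With each library left out in turn the log2 fold change stayed between 2.94 and 3.39, and the limma adjusted p-value was at most 0.0254. Adding 1 in place of 0.1 to the CPM values moved it most, to a log2 fold change of 1.68. Ranked by limma log2 fold change, MIR129-1 was number 18 among the up-regulated genes. By the log2 ratio of the group mean CPM values it was also number 18 with 0.1 added, and number 45 with 1 added. The authors' deposited log2 fold change of this gene is 3.656, which is number 19 in their table. The reads were counted on the precursor gene as a whole and cannot separate miR-129-1-3p from the other arm. Nor can they separate mature microRNA from its precursor or from a longer transcript across the gene. The paper's methods describe transcriptome sequencing and name no small RNA library, so these values are not a measure of the mature microRNA. No annotated gene overlaps MIR129-1, and the nearest, LEP, lies 33341 bp away and is not in the table. RBM28, the only gene of the map that is in the table, had a log2 fold change of -0.28 (limma adjusted p = 0.205). The paper notes the place of miR-129-1-3p as a non-coding RNA among the most up-regulated genes, and then reports its measurement by RT-qPCR.

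**Figure D2:**
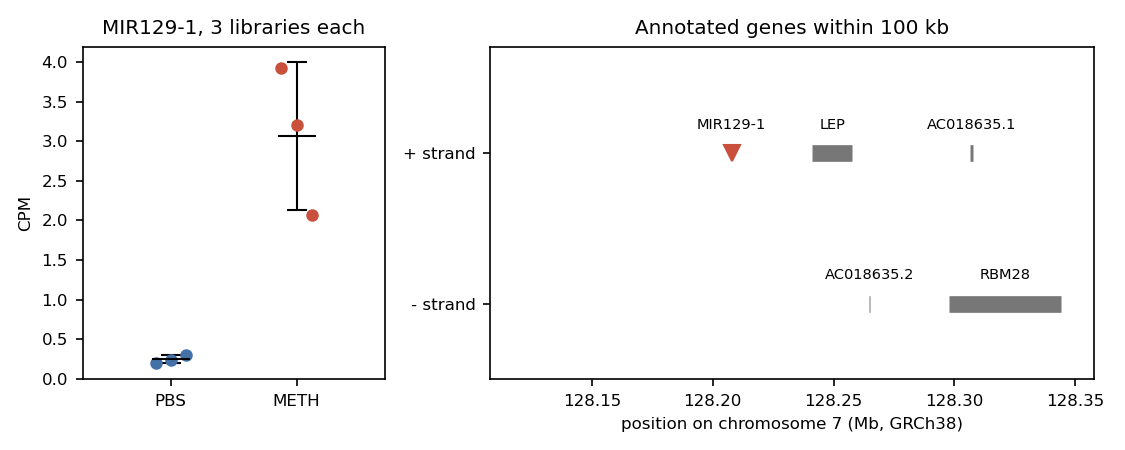
Left, CPM of MIR129-1 in each library (points), with the mean and SD of each treatment group (n = 3), rising from 0.250 CPM with PBS to 3.07 CPM with METH. Right, annotated genes around MIR129-1 on chromosome 7, by strand, with position in Mb on the horizontal axis.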

The up-regulated expression of miR-129-1-3p under METH treatment was subsequently validated by RT-qPCR experiment (**Figure 1C**).

**Figure 1:**
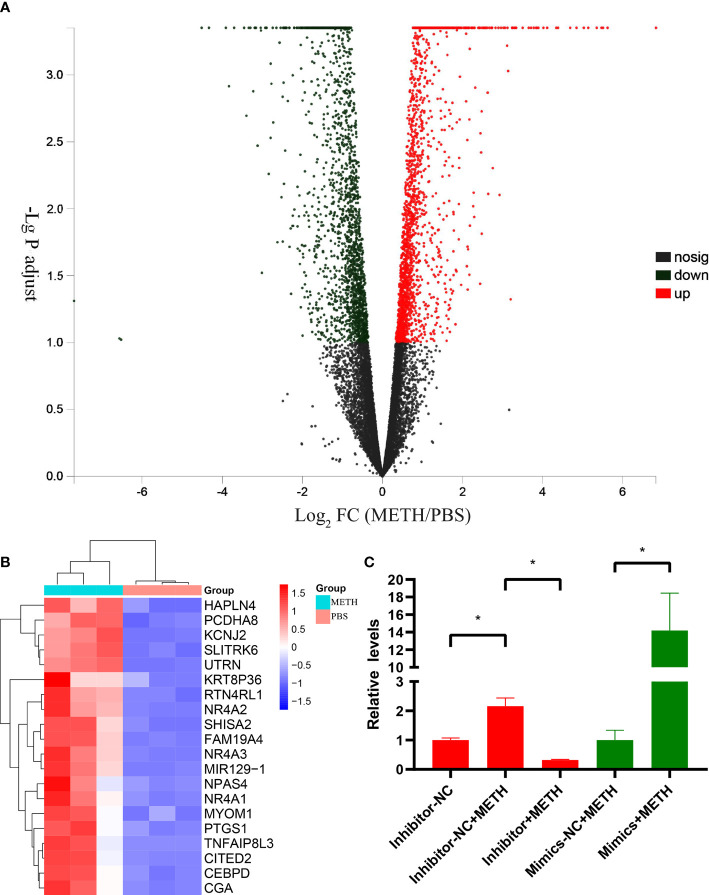
DEGs between METH-treatment group and PBS-treatment group in SH-SY5Y cell lines. **(A)** Volcano plots of DEGs. The horizontal coordinates are the values of the fold change in gene expression differences and the vertical coordinates are the values of the statistical tests for differences in gene expression changes, both logarithmically processed. Each point in the graph represents a specific gene, red points indicate significantly up-regulated genes, blue points indicate significantly down-regulated genes, and black points are insignificantly differentially expressed genes. **(B)** Heatmap of top 20 up-regulated DEGs. Three samples were tested in each of the METH and PBS groups, and the relative expression of genes is indicated by red or blue squares. **(C)** Relative expression levels of miR-129-1-3p tested by RT-qPCR. Significant differences are indicated by asterisks. Error bars represent the mean ± SEM. *P<0.05.

### MiR-129-1-3p mediates METH-induced dopaminergic apoptosis

To investigate the role of miR-129-1-3p in neurotoxicity induced by METH, flow cytometry was conducted to detect apoptosis rate of SH-SY5Y cell line. The apoptosis rate was 10.84 ± 0.36% and 6.53 ± 0.09% when treated with miR-129-1-3p inhibitor-NC + METH and miR-129-1-3p inhibitor + METH, respectively (**Figure 2A**). The apoptosis rate was 10.90 ± 0.26% and 12.50 ± 0.28% when treated with miR-129-1-3p mimic-NC + METH and miR-129-1-3p mimic + METH (**Figure 2B**). Compared to the control group, miR-129-1-3p inhibitor effectively reduced METH-induced apoptosis rate especially early apoptosis (Q3) rate which was somewhat increased by miR-129-1-3p mimic (**Figure 2C**). These results support the role of miR-129-1-3p in promoting METH-induced apoptosis in dopaminergic cells.

**Figure 2:**
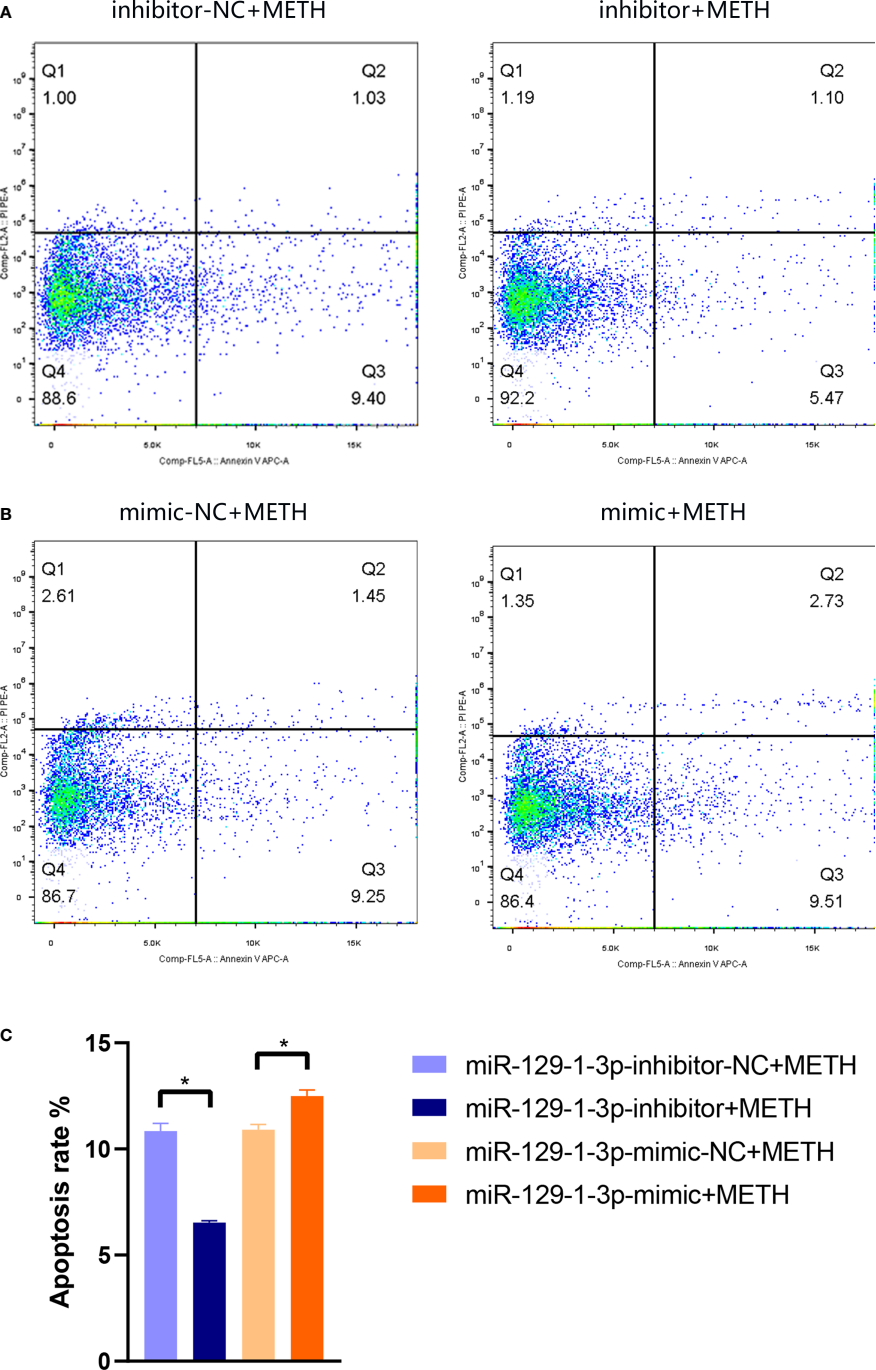
Flow cytometry analysis of apoptotic SH-SY5Y cells in **(A)** miR-129-1-3p inhibitor-NC + METH group and miR-129-1-3p inhibitor + METH group and **(B)** miR-129-1-3p mimic-NC group + METH and miR-129-1-3p mimic group + METH. **(C)** The apoptosis rate = percentage of early apoptosis (Q3) + percentage of late apoptosis (Q2). Significant differences are indicated by asterisks. Error bars represent the mean ± SEM. *P<0.05. mimic-NC: miR-129-1-3p mimic-NC, inhibitor-NC: miR-129-1-3p inhibitor-NC.

### Bioinformatic analysis indicates the involved pathways and processes and potential targets of miR-129-1-3p

To explore the downstream mechanism of miR-129-1-3p in METH-induced neurotoxicity, bioinformatic analysis was conducted. Possible targets of miR-129-1-3p were predicted by ENCORI (16). Proteins related to METH responses were obtained from 3 online databases: GeneCards, OMIM and DrugBank Online (19–21). The Venn intersection showed that 21 METH-related proteins were potential targets of miR-129-1-3p (**Figure 3A**).

**Figure 3:**
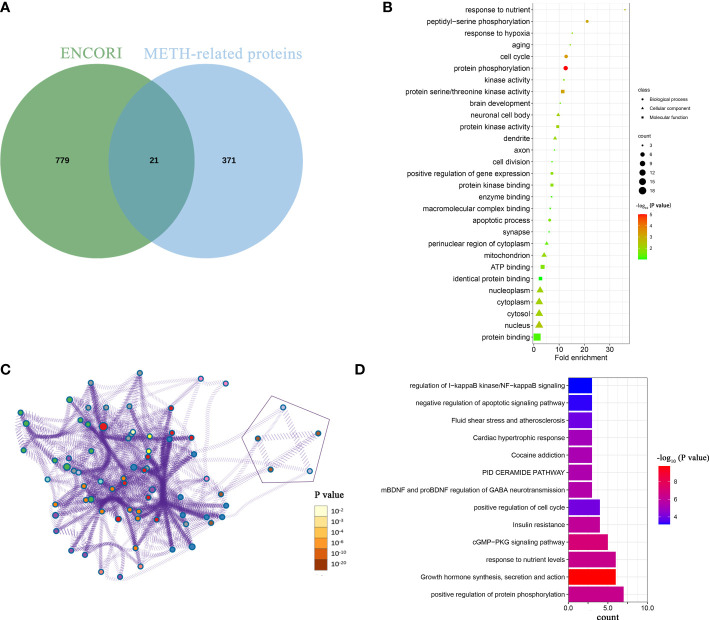
Bioinformatic analysis of downstream mechanism of miR-129-1-3p in METH-induced dopaminergic apoptosis. **(A)** Venn intersection of possible targets of miR-129-1-3p from ENCORI and METH-related proteins. **(B)** GO analysis of 21 proteins. This panel shows the top 10 enriched items for each of the biological process and molecular function and cellular component. Fold enrichment = (enriched gene counts/pop hits)/(list total gene counts/pop total hits). **(C)** pathway and process analysis of 21 proteins by Metascape. Each process or pathway was represented by a single dot. The line between the dots means that there is an overlap between the proteins enriched by the two processes or pathways. The 5 points representing apoptosis-related processes or pathways were enclosed by geometric figures. **(D)** Enriched pathways and processes of 21 proteins sorted by enriched gene counts from Metascape.

GO analysis of 21 proteins displayed that response to nutrient, peptidyl-serine phosphorylation, response to hypoxia, aging and cell cycle were top-5 enriched biological processes sorted by fold enrichment (**Figure 3B**) (13). The apoptotic process was ranking the 10^th^ in biological process, which contains 4 genes: MAP2K4, PRKCE, PAWR, and MAPK3. These genes may be targeted by miR-129-1-3p and thus promote METH-induced dopaminergic apoptosis.

In order to not miss genes that may function in apoptosis, Metascape, a tool that integrates numerous databases for gene ontology and analysis, was used to conduct further pathway and process analysis of 21 proteins (14). The result showed that there were 5 pathways and processes associated with apoptosis/programmed cell death (**Figure 3C**). Six proteins (CDK5R1, ZMYND11, GNAI2, MAP2K4, PAWR, and RRM2B) were enriched in and shared by these 5 pathways and processes, of which some involved in positive regulation of apoptotic process (PAWR, MAP2K4 and CDK5R1) and some involved in negative regulation of apoptotic signaling pathway (GNAI2, ZMYND11 and RRM2B). On the other hand, the main enriched pathways and processes differed, with the top 5 were positive regulation of protein phosphorylation, growth hormone synthesis, secretion and action, response to nutrient levels, cGMP- PKG signaling pathway, and insulin resistance sorted by enriched gene counts (**Figure 3D**).

Among 21 proteins, 2 proteins (MAP2K4 and PAWR) were enriched in apoptotic processes and pathways, which indicates that they are more likely targets of miR-129-1-3p under METH treatment.

### Dual-luciferase reporter assay confirms that circ_0015891 sponges miR-129-1-3p

Since miR-129-1-3p inhibitor demonstrated a significant ability to repress METH-induced apoptosis, it is critical to search the upstream suppressors of miR-129-1-3. ENCORI predicted circ_0015891, one of the non-coding circRNAs transcripted by gene CSRP1, a potential sponge with 4 different types of combination of base complementation to miR-129-1-3p (**Figure 4A**) (16). RT-qPCR assays also showed a decreased expression of circ-0015891 in SH-SY5Y cells when treated with METH (**Figure 4B**). Hence, we hypothesized that circ_0015891 may regulate the apoptosis by sponging miR-129-1-3p. Dual-luciferase reporter assay was performed to validate the binding ability of circ_0015891 to miR-129-1-3p. A fluorescent reporter vector called pHG-miRTarget-circ_0015891 was conducted by inserting the sequence of circ_0015891 into the 3′ UTR of the pHG vector inserted with firefly- and Ranilla-luciferase sequences (**Figure 4C)**. The results showed that miR-129-1-3p-mimic decreased luciferase activity compared to NC when miR-129-1-3p-mimic is co-transfected with pHG-miRTarget-circ_0015891 (**Figure 4D**).

**Figure 4:**
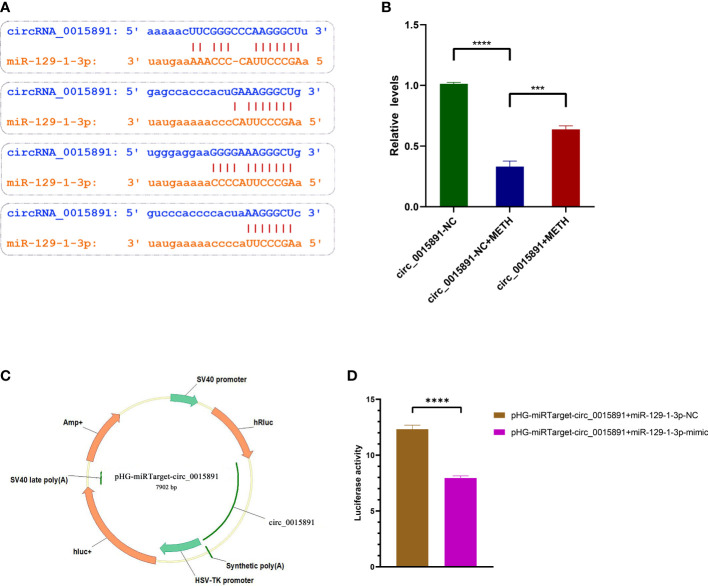
Identification and microRNA sponge validation of circ_0015891. **(A)** Base complementation prediction between circ_0015891 and miR-129-1-3p. **(B)** Relative expression levels of circ_0015891 detected by RT-qPCR. **(C)** Schematic diagram of pHG-miRTarget-circ_0015891. **(D)** Luciferase activity in groups with different co-transfection pairings. Error bars represent the mean ± SEM.***P<0.001; ****P<0.0001.

### High concentration of circ_0015891 attenuates METH-induced dopaminergic apoptosis

Effect of circ_0015891 in METH-induced apoptosis was subsequently investigated. An exogenous plasmid expressing circ_0015891 was prepared, which effectively increased the level of circ_0015891 detected by RT-qPCR assays (**Figure 4B**). Flow cytometry was conducted to detect apoptosis rate of SH-SY5Y cells treated with different concentrations of circ_0015891. The apoptosis rate was 10.46 ± 0.17% and 13.28 ± 0.10% in 1 μg/mL circRNA-NC + METH group and 1 μg/mL circ_0015891 + METH group, respectively. The apoptosis rate was 10.46 ± 0.36% and 18.43 ± 2.26% in 2 μg/ml circRNA -NC + METH group and 2 μg/ml circ_0015891 + METH group, respectively. The apoptosis rate was 10.25 ± 0.54% and 7.76 ± 1.10% in 4 μg/ml circRNA -NC + METH group and 4 μg/ml circ_0015891 + METH group, respectively (**Figure 5A**). Above all, low concentrations (1 or 2 μg/mL) of circ_0015891 promoted METH-induced apoptosis and a high concentration of 4 μg/mL of circ_0015891 exhibited the opposite effect by inhibiting METH-induced apoptosis (**Figure 5B**).

**Figure 5:**
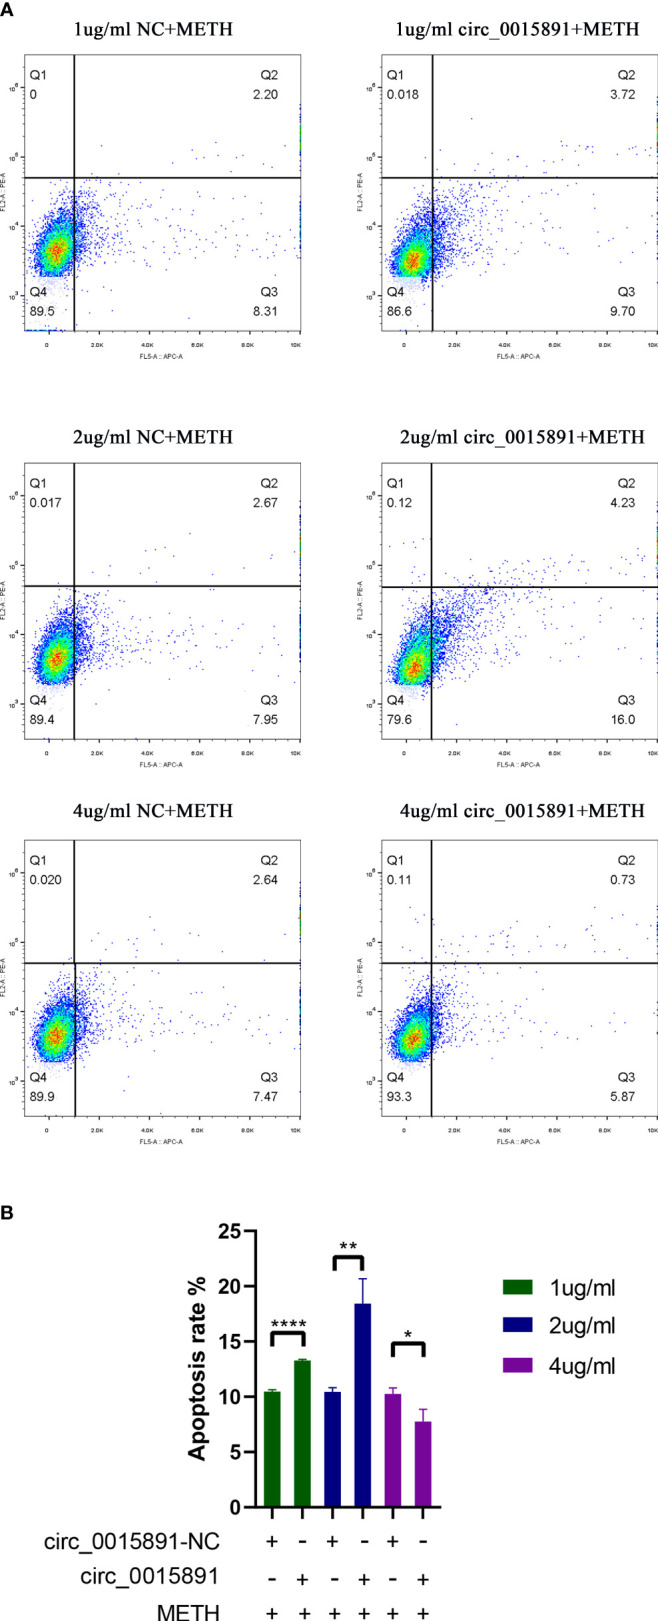
Effect of circ_0015891 in METH-induced dopaminergic apoptosis. **(A)** and **(B)** Effects of circ_0015891 on apoptosis in different concentrations. The apoptosis rate = percentage of early apoptosis (Q3) + percentage of late apoptosis (Q2). Significant differences are indicated by asterisks. Error bars represent the mean ± SEM. *P<0.05; **P<0.01; ****P<0.0001.

### Various miRNAs potentially sponged by circ_0015891 may influence apoptosis

As illustrated before, circ_0015891 exerted opposite effects on apoptosis at high versus low concentrations, which elicited our further interest. We hypothesized that circ_0015891 may bind diverse miRNAs that differ in the role to apoptosis to its different sites cause circ_0015891 is a large circRNA with a spliced sequence length of 1653 nt. ENCORI was utilized to predict miRNAs that possibly sponged by circ_0015891 and the result showed that the quantity of potentially targeted miRNAs is more than 80 (16). For reduction of interference, we screened these 80 miRNAs, leaving only those that have been clearly reported to effect neuron apoptosis in articles included in the PubMed database. Eligible miRNAs contain miR-129-1-3p, miR-1233-3p, miR-31-5p, miR-532-3p, miR-1225-5p, miR-615-5p, miR-107, miR-3127-5p and miR-193a-5p, which occupies distinct binding sites of circ_0015891 (**Figure 6A**). RT-qPCR assays showed that 7 of these miRNAs (except for miR-3127-5p and miR-1225-5p) decreased expression under circ_0015891 treatment, which indicated that they may be sponged by circ_0015891 and thus degraded (**Figure 6B**).

**Figure 6:**
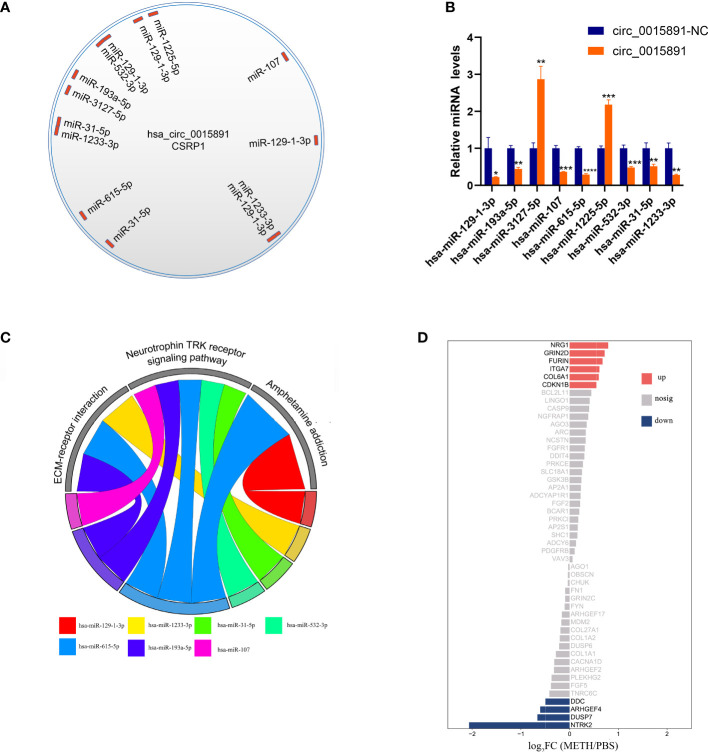
Bioinformatic analysis of circ_0015891 sponged miRNAs. **(A)** The predicted miRNAs that could bind with circ_0015891. **(B)** Relative levels of predicted miRNAs with or without circ_0015891-treatment detected by RT-qPCR assay. **(C)** String diagram of eligible miRNAs and pathways. Each color represents a miRNA. The string connecting the pathway and the miRNA represents the involvement of the miRNA in the pathway. **(D)** Bi-directional bar graph of proteins. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

Further bioinformatic analysis of 7 miRNAs pathway was performed using DIANA-miRPath tool (15). Three pathways captured our attention: ECM-receptor interaction, neurotrophin TRK receptor signaling pathway and amphetamine addiction. They have at least 2 miRNAs involved and crucial relationship with pathophysiological mechanisms associated with METH (**Figure 6C**). The amphetamine addiction pathway contains 2 miRNAs that including miR-129-1-3p, which indicates this significantly up-regulated miRNA under METH treatment may possess widespread impact (**Figure 6C**). Also, the proteins that involved in these 3 pathways and predicted targets of these miRNAs were analyzed together with the transcriptome results. 

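The paper's supplement lists 57 proteins for these 3 pathways, and 13 of them are in the deposited table. The other genes of the list have no values in the table and were not analysed here. Besides the 10 proteins of Table 1, the table holds BCL2L11, BEX3 and PLEKHG2, whose unadjusted p-values of the authors were 0.0583 to 0.0651. Their limma log2 fold changes were 0.48 for BCL2L11 (adjusted p = 0.0873), 0.39 for BEX3 (adjusted p = 0.134) and -0.53 for PLEKHG2 (adjusted p = 0.0696). For the 10 proteins of Table 1 the authors' unadjusted p-value was at most 0.0277. The authors' adjusted p-value was under 0.1 for 6 of the 10, and was 0.1 or more for DDC, ITGA7, ARHGEF4 and COL6A1.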

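In the limma comparison the log2 fold changes of NRG1, GRIN2D, FURIN, ITGA7, COL6A1 and CDKN1B were positive, and those of DDC, ARHGEF4, DUSP7 and NTRK2 negative. The values are those of messenger RNA, and protein levels were not measured in these samples. Of the 10 genes, 8 were past the threshold. Adjusted over the list alone, 9 had an adjusted p-value under 0.1, but the study chose the list on these samples, so this is not independent evidence. Adjusted over the 15724 genes, 2 were past the threshold, ARHGEF4 (adjusted p = 0.0906) and NTRK2 (adjusted p = 0.0587). The count fell from 8 to 2 without METH replicate 2, to 3 without METH replicate 1, and to 4 without PBS 12. It was 9 with edgeR or DESeq2 on the recovered reads, alternatives chosen after seeing the data. In 8 of the 10 genes the groups did not overlap, the exceptions being ITGA7 and COL6A1. NTRK2 (ENSG00000148053, chromosome 9, 84668551 to 85027070) fell from 0.516 ± 0.241 CPM to 0.0550 ± 0.0406 CPM (SD, n = 3 each), a log2 fold change of -1.95 (standard error 0.413, limma adjusted p = 0.0153). Only 2 to 9 reads per METH library lie behind this value, and it depends on the value added before taking log2. The log2 fold change of NTRK2 was -3.12 with 0.01 added and -0.51 with 1 added. With 1 added the decrease was smaller than those of ARHGEF4 (-0.96) and DUSP7 (-0.70). ARHGEF4 (ENSG00000136002, chromosome 2, 130836916 to 131047263) fell from 12.3 ± 3.30 CPM to 5.69 ± 0.748 CPM, a log2 fold change of -1.06 (standard error 0.270, limma adjusted p = 0.0236). AC009477.2 is annotated within its span on the same strand. DUSP7 (ENSG00000164086) had a log2 fold change of -0.75 (standard error 0.211, limma adjusted p = 0.0302). DDC (ENSG00000132437), which overlaps FIGNL1 on the same strand, had a log2 fold change of -0.53 (standard error 0.241, limma adjusted p = 0.0873). FIGNL1 itself had a log2 fold change of -1.62.

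**Figure D3:**
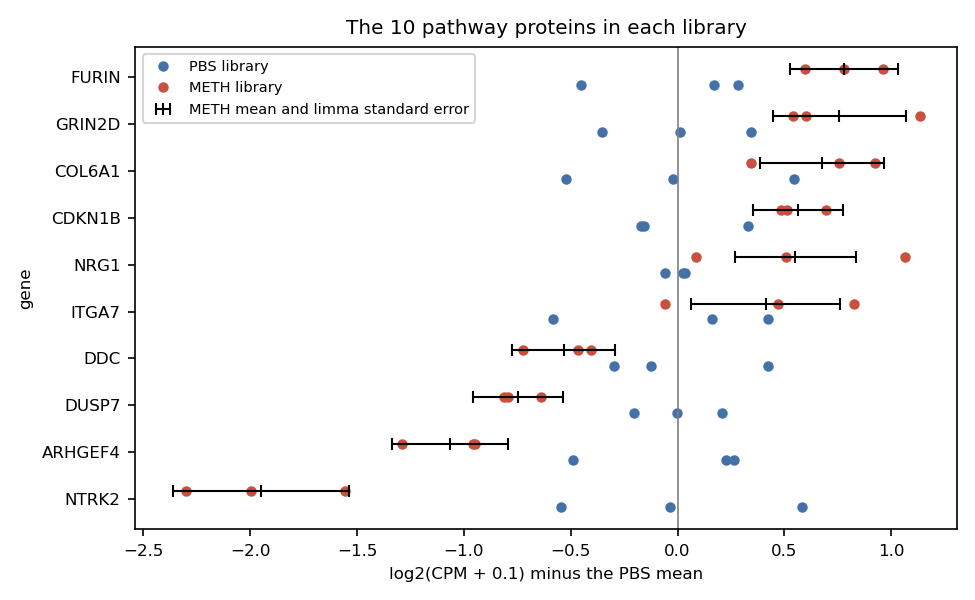
Difference of each library from the PBS mean of the gene, in log2(CPM + 0.1), for the 10 genes. Points are libraries (3 with PBS, 3 with METH), and the bars give the METH mean with the limma standard error. With 0.1 added, the largest decrease is that of NTRK2, at -1.95.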

Under METH treatment, 6 proteins (NRG1, GRIN2D, FURIN, ITGA7, COL6A1 and CDKN1B) were significantly up-regulated and 4 proteins (DDC, ARHGEF4, DUSP7 and NTRK2) were significantly down-regulated with 39 proteins that showed no significant expression difference (**Figure 6D**). Among the 10 significantly differentially expressed proteins, 6 proteins (NTRK2, CDKN1B, ARHGEF4, DUSP7, FURIN and NRG1) are involved in neurotrophin TRK receptor signaling pathway, 2 proteins (ITGA7 and COL6A1) are involved in ECM-receptor interaction pathway, 2 proteins (DDC and GRIN2D) are involved in amphetamine addiction pathway (**Table 1**).

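In the neurotrophin TRK receptor signaling pathway, ARHGEF4 and NTRK2 were past the limma threshold in all 6 fits that each left out a library. DUSP7 was not past it without METH replicate 2, nor FURIN without METH replicate 1 or 2, nor CDKN1B without METH replicate 1 or 2 or PBS 12. FURIN (ENSG00000140564, chromosome 15, 90868592 to 90883458) rose from 10.0 ± 2.56 CPM to 16.9 ± 2.14 CPM (SD, n = 3 each), a log2 fold change of 0.78 (standard error 0.252, limma adjusted p = 0.0420). CDKN1B (ENSG00000111276) had a log2 fold change of 0.56 (standard error 0.211, limma adjusted p = 0.0586). NRG1 (ENSG00000157168) was at 4.92 ± 0.178 CPM with PBS and 7.54 ± 2.61 CPM with METH, and was not past the threshold (log2 fold change 0.55, limma adjusted p = 0.112). It passed without METH replicate 3 (adjusted p = 0.0665), while its adjusted p-values over the fits that left out a library ranged from 0.0665 to 0.394. In the ECM-receptor interaction pathway, COL6A1 (ENSG00000142156) had a log2 fold change of 0.67 (standard error 0.290, limma adjusted p = 0.0784), with overlapping groups. It was not past the threshold without PBS 10, PBS 12, METH replicate 1 or METH replicate 2, or when limma was run without a trend. ITGA7 (ENSG00000135424) had a log2 fold change of 0.41 (standard error 0.347, limma adjusted p = 0.278), within the spread between libraries. In the amphetamine addiction pathway, GRIN2D (ENSG00000105464) rose from 1.61 ± 0.407 CPM to 2.78 ± 0.688 CPM, a log2 fold change of 0.76 (standard error 0.310, limma adjusted p = 0.0713). It was not past the threshold without PBS 12 or without METH replicate 1 or 2. DDC was past the threshold, among the fits that left out a library, only without PBS 10. It was also not past the threshold when limma was run without a trend (adjusted p = 0.108). Its log2 fold change was -0.59 without PBS 12, -0.57 without METH replicate 1 and -0.59 without METH replicate 2. These are larger in size than with all libraries (-0.53), while it was smaller without PBS 11 (-0.32) and METH replicate 3 (-0.44). A call lost in a fit with fewer libraries therefore does not by itself show that the change rests on the library left out.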

**Table 1:** Pathway and potential miRNA target of 10 significantly differentially expressed proteins.

Pathway	Protein	Potential miRNA target
neurotrophin TRK receptor signaling pathway	NRG1	miR-193a-5p
	CDKN1B	miR-532-3p
	ARHGEF4	miR-615-5p
	DUSP7	
	FURIN	
	NTRK2	
amphetamine addiction	DDC	
	GRIN2D	
ECM-receptor interaction	ITGA7	
	COL6A1	miR-1233-3p

## Discussion

In the present study, we identified and determined the role of miR-129-1-3p/circ_0015891 axis in dopaminergic apoptosis induced by METH and described its potential mechanisms by bioinformatic analysis. MiR-129-1-3p showed deleterious effects on dopaminergic cells under METH treatment. This effect could be blocked by the high concentration of circ_0015891, although the low concentration of circ_0015891 seemed to present the same effect as miR-129-1-3p. This opposite property of circ_0015891 reflects its complexity in bioregulation and challenges the clinical application of circ_0015891 dosing. CircRNAs with this property may be much more than circ_0015891, and any circRNA with a longer sequence resulting in an abundance of binding sites may have different effects depending on the doses.

ENCORI, the encyclopedia of RNA interactomes, predicted that 9 miRNAs related to neuron apoptosis could be sponged by circ_0015891. After performing RT-qPCR assays, 7 miRNAs which showed decreased expression under circ_0015891 treatment were further investigated (**Figures 6B, C**). With the help of the DIANA-miRPath tool, ECM-receptor interaction, neurotrophin TRK receptor signaling pathway and amphetamine addiction were considered to explain the role of these miRNAs by enriching their possibly targeting proteins.

TGA7, one of miR-615-5p’s targets, is known as a cell surface receptor for laminin-1 that mediates ECM adhesion and regulates various cellular processes (23). A study investigated that inhibition of ITGA7 down-regulated the expression of BCL2 and increased the BAX/BCL2 ratio, causing apoptosis of SH-SY5Y cells in Parkinson’s disease mouse models (24). The other ECM protein COL6A1 that targeted by miR-1233-3p, was mostly found on the close periphery of the cell surface and considered a neuroprotective role against the toxicity of amyloid-β peptides in Alzheimer’s disease mouse models (25). Given that METH can often lead to pathological changes similar to those seen in Alzheimer’s disease and Parkinson’s disease (26), the role of ITGA7 and COL6A1 in METH-induced neurotoxicity warrants deeper understanding.

As a crucial member in the neurotrophin TRK receptor signaling pathway, NTRK2 is the only receptor of brain-derived neurotrophic factor (BDNF) except for p75 neurotrophin receptor, which is thought to be a target of miR-615-5p (27) (**Table 1**). Due to the high abundance of BDNF in the brain, BDNF was the most studied among all 4 neurotrophins in the past (28). Hence the receptor NTRK2 has also received considerable attention from researchers.

Numerous studies have demonstrated that BDNF/NTRK2 axis regulates a variety of physiological processes, including dendritic branching and dendritic spine morphology (29–31), as well as synaptic plasticity and long-duration enhancement; it also plays a role in the survival, proliferation and differentiation of neural stem cells (32, 33). A research report noted that rat brains exhibited significant increases in time- and location-dependent BNDF and NTRK2 expression following binge-like METH exposure (4 x 4 mg/kg, s.c., 2 h (h) apart) (34). Another study concluded that high expression of BDNF and NTRK2 contributed to the reduction of METH-induced apoptosis (35). Combined with the 2 studies, it is reasonable to speculate that the high concentration of circ_0015891 could sponge miR-615-5p to disinhibit NTRK2 (**Table 1**), contributing to protect dopaminergic cells from apoptosis.

It is worth mentioning that not only in GO analysis from David but also in pathway/process analysis from Metascape in the downstream of miR-129-1-3p, response to nutrition was the focus of attention. MTHFR, mTOR, MAPK3, PRKCE, BMPR2, CREB1, TFRC and GNAI2 were picked up, in which TFRC, mTOR and GNAI2 were enriched by both GO and Metascape. mTOR as a hub gene in many physiological or pathological processes has been reported to have multiple roles in METH-related pathways, including apoptosis, autophagy, endoplasmic reticulum stress and oxidation (36–39). Compared to mTOR, TFRC and GNAI2 have received much less attention without any research report related to METH, which indicates a more focus needed to them.

A summary of the above discussion leads to the conclusion that abnormalities in neurotrophic receptors and responses may be an essential part of METH-induced neurotoxicity. This is reflected in downstream signaling regulated by both miR-129-1-3p and miRNAs sponged by circ_0015891.

Another point worth discussing is that amphetamine addiction pathway which enriched DDC and GRIN2D. In the classical mechanism of methamphetamine addiction, methamphetamine replaces DAT, VMAT-2, NET, and SER because of its structural similarity, followed by reversing their endogenous functions and thus redistributing monoamines from stored vesicles into the cytoplasm (40). This process leads to the release of dopamine, norepinephrine, and 5-hydroxytryptamine (5-HT) into the synapse, following which the postsynaptic monoamine receptors are stimulated (40). It has been demonstrated that monoamine receptor dopamine D2 receptor is deeply involved in single METH-induced behavioral sensitization in mice, which can be prevented by typical antipsychotic haloperidol and atypical antipsychotic risperidone, two marketed drugs that target dopamine D2 receptors (41). Proteins related to METH responses serotonin pathway is also thought to be involved in METH-induced behavioral changes. Targeting 5-HT_2C_R can reverse depressive and anxiety behaviors induced by chronic METH administration (42). Another study evaluated the role of dopamine receptors (D1R and D2R) in METH-induced presynaptic and postsynaptic damage including dopaminergic apoptosis and DA-terminal marker depletion, and found that inhibition of either of the two receptors effectively reduced presynaptic and postsynaptic damage induced by METH (43). It follows that METH-induced apoptosis of dopaminergic cells and addiction share some of the effectors and mechanisms.

Of proteins enriched in amphetamine addiction pathway, DDC is a coding protein that catalyzes the decarboxylation of DOPA to dopamine, L-5-hydroxytryptophan to 5-HT and L-tryptophan to tryptamine. In a study exploring the anti-cancer mechanism of Docetaxel and Mitoxantrone, evidence that DDC especially neural type DDC promote apoptosis was uncovered (44). Although this effect was not found in neuronal cells, but in human prostate and breast cancer cells, it suggests that DDC may have the same pro-apoptotic effect on dopaminergic cells. The other significantly DEG that enriched in amphetamine addiction pathway is GRIN2D, one of the 4 NMDAR2 (GRIN2) subunits. NMDARs are a species of ionotropic glutamate receptors controlled the opening and closing of NMDA channel which has been confirmed to be involved in long-term potentiation, an activity-dependent increase in the efficiency of synaptic transmission considered to regulate learning and memory (45). GRIN2D is a ligand-gated ion channel with high calcium permeability that causes intracellular calcium overload in pathological states contributing to induce developmental and epileptic encephalopathies (46). METH exposure and stress could change the excitability of hippocampal slices in low-magnesium epilepsy model in adult male rats with a high concentration (5mg/kg) to enhance epileptiform discharge and that a low concentration (1mg/kg) to inhibit (47). Moreover, Calcium overload mediated by GRIN2D if occurs in the heart, also causes severe cardiac cytotoxicity, such as significant myocardial apoptosis (48). Combined with the above several studies, the role of GRIN2D in METH-induced neurotoxicity including apoptosis and epileptiform lesions are worth further investigation.

Taken together, our data demonstrate that the circ_0015891/miR-129-1-3p axis is involved in the regulation of apoptosis of dopaminergic cells under METH treatment. Our findings complement the role of the circRNA/miRNA axis in METH-related pathways, suggest a potential downstream regulatory mechanism of miR-129 in METH-induced dopaminergic apoptosis, and provide some ideas for reference to explain the complex manifestation of circ_0015891 on apoptosis regulation (**Figure 7**).

**Figure 7:**
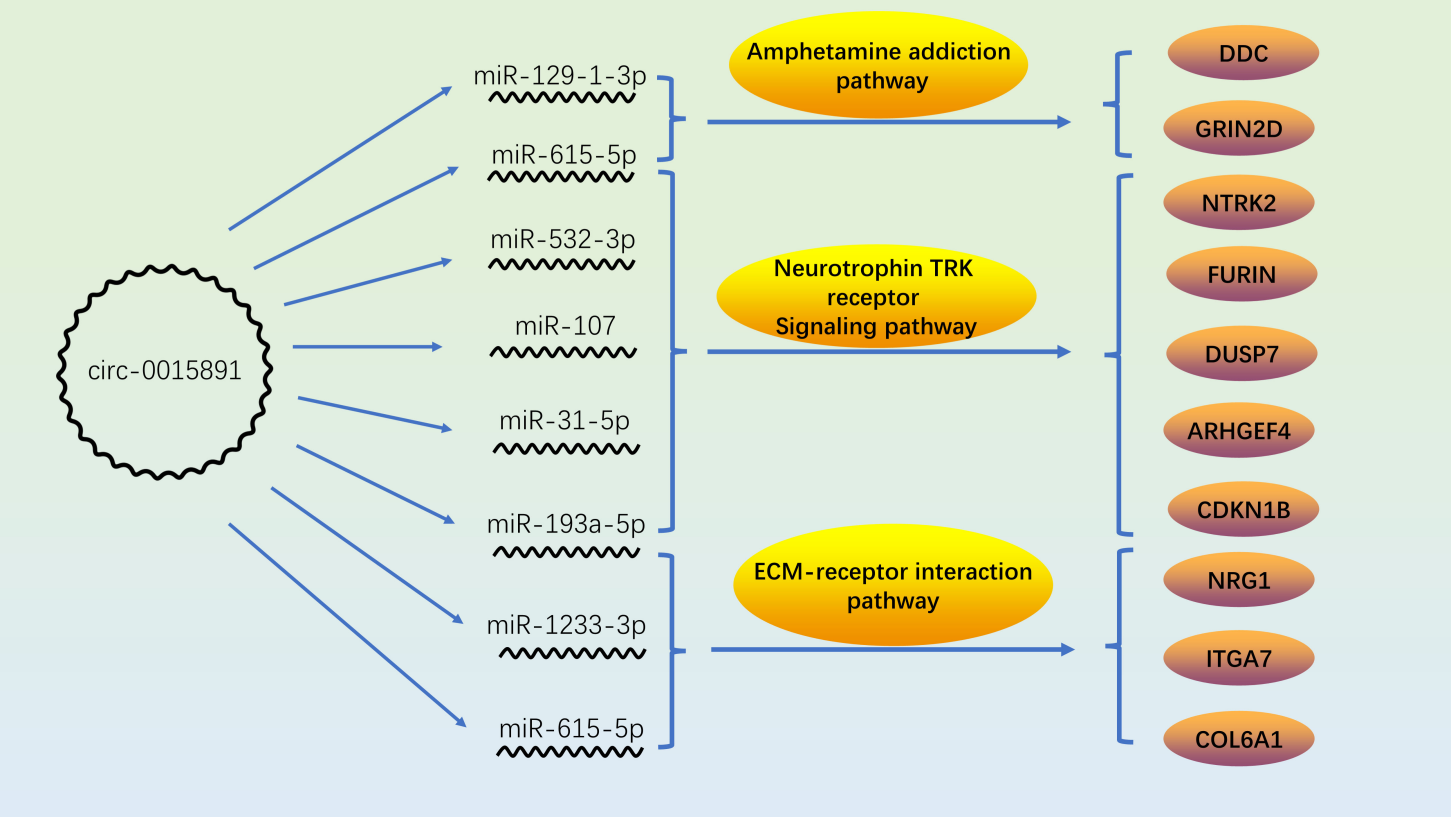
Role and correlation of circ_0015891/miRNAs/proteins in METH-related pathways.

## Data availability statement

The data presented in the study are deposited in Gene Expression Omnibus (GEO) repository, accession number GSE212346, URL: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE212346.

## Author contributions

BD and YW designed the experiments. BD and XT performed the experiments. BD conducted the bioinformatic analysis and drafted the paper. YW supervised and funded the experiments and revised the paper. All authors contributed to the article and approved the submitted version.

## Funding

This study is supported by the Undergraduate Innovation and Entrepreneurship Training Program Supportive Project (grant no. 2020105330143).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Regulation and bioinformatic analysis of circ_0015891/miR-129-1-3p axis in methamphetamine-induced dopaminergic apoptosis
**Source:** Front Endocrinol (Lausanne). 2022 Sep 20;13:999211. doi: 10.3389/fendo.2022.999211
**Supplement:** Supplementary file 3

**circRNA_0015891: 5' aaaaacUUCGGGCCCAAGGGCUu 3'**
                   
**miR-129-1-3p: 3' uaugaaAAACCC-CAUUCCCGAa 5**

**|| |||   |||||||**

**circRNA_0015891: 5' gagccacccacuGAAAGGGCUg 3'**
                         
**miR-129-1-3p: 3' uaugaaaaacccCAUUCCCGAa 5'**

**| |||||||**

**circRNA_0015891: 5' ugggaggaaGGGGAAAGGGCUg 3'**
**|||| |||||||**
**miR-129-1-3p: 3' uaugaaaaaCCCCAUUCCCGAa 5'**

**circRNA_0015891: 5' gucccaccccacuaAAGGGCUc 3'**
**|||||||**
**miR-129-1-3p: 3' uaugaaaaaccccaUUCCCGAa 5'**

How the deposited data were processed for this re-analysis (not part of the article)

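Gene expression was measured by RNA sequencing in 6 libraries of SH-SY5Y cells, 3 from cultures treated with 2 mM METH for 24 h and 3 from cultures given PBS. The authors deposited a table of 4101 genes with CPM values per library, the mean CPM of each group, and the fold change (a ratio), the log2 fold change, and the unadjusted and adjusted p-values of their DESeq2 comparison of METH with PBS. The columns of expression are headed FPKM, and the comparisons were planned for FPKM before the data were examined. Each value is a whole multiple of a step of its column, so the values are read counts scaled to the library total (CPM) without correction for gene length, and the same fits were applied to CPM. The aligner, the counting tool, the genome build and the version of DESeq2 are not named in the paper's text. Each gene of the table is marked significant, and the largest adjusted p-value of the authors in it is 0.383. From the rank of the p-values, the authors' adjustment implies 15724 tested genes. Genes outside the table were not analysed here. The mean columns equalled the recomputed means to within 0.000333.

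The steps give denominators between 85.7 and 110.77 M reads per library, and the reads behind each value were recovered from them. Values at or under 3 reads in every library of a group were treated as a floor, and a fold against such a group is given as a lower bound. Standard deviations are between the 3 libraries of a group. No library was left out of the comparison, and no 2 libraries had the same values. The PBS columns are numbered 10 to 12 and the METH columns 1 to 3, so the libraries were compared without pairs.

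METH and PBS libraries were compared by limma (version 3.58.1, R 4.3.3; lmFit and eBayes with a trend) on log2(CPM + 0.1), with Benjamini-Hochberg adjustment over the genes of the table and a threshold of 0.1. Exact permutation tests of single genes were 2-sided. The genes named are the 20 of Figure 1B, the 10 of Table 1, CSRP1 and those of the paper's 21 METH-related targets that are in the table, and, in each direction, the 3 genes with the largest change past the threshold with a mean of at least 1 CPM in a group and no overlap between the groups. That rule, the tests, the alternatives and the gene lists were set before the data were examined. Exceptions are marked as chosen after the data or the results were seen. BCL2L11, BEX3, PLEKHG2, the mitochondrial genes and the genes that overlap or neighbour a named gene fall outside the rule and were chosen after their values were seen. The share of genes lower with METH among the paper's predicted targets of miR-129-1-3p, and the share higher in each of 9 lists, were compared with the other genes of the table by Fisher's exact test, 2-sided, with a threshold of 0.05 and, for the lists, Benjamini-Hochberg adjustment over the 9. The lists, from general knowledge, were ATF4 target genes, endoplasmic reticulum chaperones, activity-regulated and cAMP-responsive genes, sterol synthesis genes, lysosome and autophagy genes, catecholamine neuron genes, cell cycle genes, pro-apoptotic genes and anti-apoptotic genes. Each list was also set against 10000 random lists matched on expression and exonic length, a comparison chosen after the results were seen.

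The alternatives were a pseudocount of 1 or 0.01, a filter on genes with a mean of at least 1 CPM, limma without a trend, scaling of the libraries to the same median ratio, a threshold of 0.05, and each library left out in turn. For the targets and lists, the genes with an authors' or limma adjusted p-value under 0.1, a logistic model with mean expression, and (for the targets) a minimum of 5 CLIP experiments were also tried. Alternatives chosen after seeing the data were edgeR (version 4.0.16, quasi-likelihood test) and DESeq2 (version 1.42.0, Wald test) on the recovered reads with the recovered denominators as library sizes, adjustment over 15724 genes with limma or edgeR, and the activity list without the genes of Figure 1B. Gene positions and types came from GENCODE release 29, which holds 4093 of the 4101 gene identifiers. The fits were tested on simulated data of 4101 genes with 200 changed genes and a common dispersion. limma recovered 195 of the changed genes and called 11 unchanged genes, edgeR 197 and 10, and DESeq2 197 and 17. The simulated changes were large, with median limma log2 fold changes of 1.93 for raised and -1.96 for lowered genes. Smaller changes and a table preselected on p-values were not part of this test, so it does not measure power for them. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.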

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

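Each result here is a signal in genes that the paper does not discuss, or discusses only in part, and lies above the level in the PBS libraries. The comparisons with matched random lists and the fate of the mitochondrial ribosomal RNA as a test were chosen after the results were seen.

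Activity-regulated and cAMP-responsive genes were higher with METH in 21 of the 21 genes of the list that are in the table (median log2 fold change 1.98, Fisher's exact test, p = 4.13e-06 adjusted over 9 lists), against 50.1% of the other genes. Of the 21, 20 were past the limma threshold, 13 when adjusted over the 15724 genes, and in 17 the groups did not overlap. The study picked 5 of the 21 from these libraries for its Figure 1B, and without them 16 of 16 were higher (Fisher's exact test, adjusted p = 8.95e-05), an alternative chosen after seeing the data. Sterol synthesis genes were higher in 15 of 15 genes (median log2 fold change 0.92, adjusted p = 0.000135), with 13 past the limma threshold and 6 when adjusted over the 15724 genes. Lysosome and autophagy genes were higher in 20 of 20 genes (median log2 fold change 0.79, adjusted p = 5.52e-06), with 18 past the limma threshold and 5 when adjusted over the 15724 genes.

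Mean expression and gene length did not account for these directions, since all 5 lists past the threshold, these 3 among them, differed from random lists matched on both. The matched p was 0.0001 for the activity list, the smallest that 10000 random lists can give, 0.00880 for the sterol list and 0.0002 for the lysosome list. Scaling the libraries to the same median ratio, which shifted the median of all genes by only -0.03, left all 5 lists past the threshold. Genes of a list do not vary independently, and 4 of the 10 splits of the 6 libraries into 3 and 3 gave as many lists past the threshold. For each of these 3 lists the real split gave the largest median of the 10 and the mean scores of the METH libraries lay above those of the PBS libraries, but the table was selected on the real split, which favours both. With 10 splits the share cannot fall below 0.1. Beyond the splits, the 13, 6 and 5 genes of these lists that passed when adjusted over the 15724 genes argue against independent noise between libraries as their cause, since simulated data without any changed gene gave 1 call in all. Because of that selection of the table, leaving out a library changes few directions and is a weak test of the lists. The labels give no batch, and handling that differed between the PBS and METH cultures was not tested. A response to METH stays open as a hypothesis.

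MT-RNR2, the mitochondrial large ribosomal RNA, was at 7679 ± 577 CPM with PBS and 11170 ± 1615 CPM with METH (SD, n = 3 each), and all METH libraries were above all PBS libraries. Its log2 fold change was 0.53 (standard error 0.413) and did not pass the limma threshold (adjusted p = 0.241), while the authors' adjusted p-value is 0.0735. The standard error is limma's moderated value, which also draws on the spread of other genes at similar expression. MT-RNR2 is the 1 gene among the 15 mitochondrial genes of the table that was higher with METH. A difference in ribosomal RNA depletion or messenger RNA selection between the groups would raise other RNAs without a poly(A) tail, and 1 of the 13 histone and small RNA genes of the table was higher with METH. Histone genes follow the cell cycle, whose genes fell, so a difference in RNA selection cannot be told apart from a change in the cells. No biological explanation was tested.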

How the results depend on the processing

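No paired analysis was possible because the PBS columns are numbered 10 to 12 and the METH columns 1 to 3, and no label links them. The logistic model could not be fitted for 6 of the 9 gene lists, whose genes all go one way, so it gives no count of lists. In the 3 that were fitted, the ATF4 target list was past the threshold (odds ratio 0.144) when adjusted over those 3 lists.

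The counts of genes depended on the libraries and on the adjustment. Across the 6 fits that each left out a library, from 412 to 1551 genes were higher with METH, from 563 to 1368 were lower, and from 2 to 8 of the 10 pathway genes were past the threshold in the stated direction. The lowest counts came without METH replicate 2 (412, 563 and 2). Without METH replicate 1 they were 491, 628 and 3, and without PBS 12 they were 747, 854 and 4. A threshold of 0.05 gave 696 higher and 783 lower genes and 4 pathway genes, a stricter rule by construction. Adjustment over 15724 genes, chosen after seeing the data, gave 316, 307 and 2, and edgeR with the same adjustment, also chosen after seeing the data, gave 266, 285 and 2. In these, more tests are counted by construction. The other alternatives set in advance kept the counts of genes within 1.5 times. With adjustment over the table, edgeR and DESeq2 on the recovered reads, also chosen after seeing the data, each gave 9 pathway genes. The share of calls that were higher with METH stayed between 42.3% and 53.7% over all of these settings, against 48.2%.

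MIR129-1 kept its direction and stayed past the threshold in all 11 alternatives set in advance that gave it a value, with log2 fold changes from 1.68 to 3.53 and adjusted p-values from 0.00113 to 0.0254. Its rank by the log2 ratio of the group mean CPM values ran from 15 to 45, the 45 with a pseudocount of 1. The odds ratio of the targets of miR-129-1-3p stayed between 0.756 and 0.971 over 15 alternatives set in advance, none past the threshold. The number of gene lists past the threshold was 4 or 5. The endoplasmic reticulum chaperones lost the call among genes with an authors' adjusted p-value under 0.1 (Fisher's exact test, adjusted p = 0.218) and among those past the limma threshold (adjusted p = 0.0946), where fewer genes are compared. Within the genes with an authors' adjusted p-value under 0.1, the catecholamine list reversed to 60% higher and the anti-apoptotic list to 0% higher, neither past the threshold, and the cause was not tested.

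Of 378 values of the named genes under alternatives set in advance, 351 kept their direction and side of the threshold, 23 became weaker, 4 stronger and 0 reversed. Of 105 values under alternatives chosen after seeing the data, 94 kept both, 8 became weaker and 3 stronger. The depth limits genes with few reads: 2 of the 20 heatmap genes had at most 3 reads in each PBS library, and NTRK2 had 2 to 9 reads in the METH libraries.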

Differences from the paper's values

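The paper's count of up-regulated genes is 2055, and the limma comparison gave 1366. Of the 12 alternatives set before the data were examined, leaving out PBS 11 gave 1551, within 1.5 times the paper's count, and the other 11 did not. The deposited table holds 2055 up-regulated genes with an unadjusted p-value of the authors under 0.1, the same number as the paper's count.

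The log2 fold change of ARHGEF4 is about -0.61 in Fig. 6D, read by eye, and was -1.06 in the limma comparison. The authors' deposited value is -0.676, from which the limma value differs by less than the spread between libraries (0.426), while edgeR and DESeq2 on the recovered reads (-1.11 each), chosen after seeing the values, differ by more. Of the 11 alternatives set before the data were examined, a pseudocount of 1, leaving out PBS 11, leaving out PBS 12 and leaving out METH replicate 3 brought the value within that spread of the figure, and the other 7 did not.

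The log2 fold change of NTRK2 in the paper's supplement is -3.294, and was -1.95 in the limma comparison. Fig. 6D shows about -2.1, read by eye, from which the limma value and 8 of the 10 alternatives set before the data were examined differ by less than the spread between libraries. Against the supplement, a pseudocount of 0.01 gave -3.12, within the spread, and the other 9 of these alternatives did not come within it. edgeR (-3.23) and DESeq2 (-3.25) on the recovered reads, chosen after seeing the values, also came within it, and both lie outside the spread around the value of Fig. 6D.

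The paper gives its counts of genes at a threshold on the adjusted p-value. In the deposited table the authors' unadjusted p-value reaches 0.09998 and their adjusted p-value 0.383, and 1592 of the 4101 genes have an adjusted p-value under 0.1, 802 of them up-regulated and 790 down-regulated.

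The paper places miR-129-1-3p higher among the up-regulated genes than it was found here, where MIR129-1 was number 18 by the limma log2 fold change and number 19 by the authors' deposited log2 fold change. Ranked by the log2 ratio of the group mean CPM values, no setting that was run reached the paper's place, the closest being number 15 without METH replicate 3. The paper calls it the only non-coding RNA among its most up-regulated genes, and KRT8P36, which is in the same group, is annotated as a processed pseudogene.

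The paper counts NRG1 and ITGA7 among the significantly up-regulated proteins. NRG1 (limma adjusted p = 0.112) was past the threshold without METH replicate 3 (adjusted p = 0.0665) and, in alternatives chosen after seeing the values, with edgeR (adjusted p = 0.0953) and DESeq2 (adjusted p = 0.0846). It was also past it when adjusted over the list alone (adjusted p = 0.0924). Its adjusted p-values ranged up to 0.394 over the fits that left out a library. ITGA7 (limma adjusted p = 0.278) was past the threshold in none of the settings that were run.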

Other observations

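The splits of the libraries for the counts of genes, the adjustment over 15724 genes, the mitochondrial tests on scaling, single libraries, ribosomal RNA and nuclear copies, the matched random lists, and the tests on outlying libraries and estimators were chosen after the results were seen.

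The real split of the 6 libraries gave more genes in each direction than any other: 1 of the 10 splits into 3 and 3, the real one, gave as many genes higher, and 1 of 10 as many genes lower. The other 9 splits gave from 0 to 73 genes in all, and those with 0 gave from 36 to 157 genes at an unadjusted p-value under 0.05. For the pathway genes, 1 of the 10 splits, the real one, gave as many of the 10. With 10 splits the share cannot fall below 0.1, and the table was selected on the real split, which favours it. Selection of the table acting on independent noise does not account for all calls. When adjusted over the 15724 genes, 623 genes passed, against 1 in simulated data without any changed gene. The simulated genes varied independently with a common dispersion, so selection acting on variation shared by many genes in a library is not excluded.

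Of the 800 predicted targets of miR-129-1-3p, 180 are in the table, and 81 of these (45.0%) were lower with METH, against 49.8% of the other genes (odds ratio 0.824, Fisher's exact test, p = 0.223). The odds ratio of other splits was as far from 1 in 6 of 10, the real one included. A lowering of the targets was not detected in the genes of the table. Of the paper's 21 METH-related targets, 2 are in the table, TFRC (log2 fold change 0.86, limma adjusted p = 0.0561) and RRM2B (0.60, adjusted p = 0.174). TFRC was not past the threshold without PBS 12 or METH replicate 2 or 3, and RRM2B passed it only without PBS 10. CSRP1, the host gene of circ_0015891, had a log2 fold change of -0.63 (limma adjusted p = 0.116), and passed the threshold without PBS 10, after scaling of the libraries, and with DESeq2, chosen after seeing the data.

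Of the other gene lists, cell cycle genes were lower with METH in 29 of 29 genes (median log2 fold change -1.10, Fisher's exact test, p = 1.22e-08 adjusted over 9 lists) and endoplasmic reticulum chaperones in 9 of 9 (median -0.67, adjusted p = 0.00325). For the chaperones, 3 of the 10 splits gave a median as large and the library scores of the groups overlapped. Not past the threshold of Fisher's exact test were ATF4 target genes (2 of 10 higher, adjusted p = 0.0813, matched random p = 0.00720), pro-apoptotic genes (5 of 5 higher, adjusted p = 0.0813), catecholamine neuron genes (3 of 9 higher, adjusted p = 0.382) and anti-apoptotic genes (2 of 3 higher, adjusted p = 1). BIRC5 is in both the cell cycle and the anti-apoptotic list. The paper also discusses DDC, while BCL2L11 is only an entry in its supplementary list of pathway proteins. Even with 5 of 5 genes higher, the pro-apoptotic list had an unadjusted p-value of 0.0624 (Fisher's exact test). It therefore could not pass the threshold in that direction, and the anti-apoptotic list is smaller still. The 5 lists past the threshold differed from matched random lists and stayed past it after scaling in all 5. Lower cell cycle genes may reflect fewer dividing cells in the METH cultures, a hypothesis that was not tested beyond these values.

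The 13 mitochondrial messenger RNAs of the table were all lower with METH, 12 of them without overlap between the groups. Chance gives 10% for unselected genes, but 64.0% of all genes of the table, which was selected on these libraries, have groups without overlap, so this count says little by itself. Of the 13, 10 were past the limma threshold, 4 when adjusted over the 15724 genes, and 12 had an authors' adjusted p-value under 0.1. The median log2 ratio was -1.37. Mitochondrial genes of the table took 11.3%, 6.16% and 9.77% of the reads in the PBS libraries and 4.16%, 5.44% and 4.24% in the METH libraries (exact permutation test, 2-sided, p = 0.1, the smallest possible). The scaling to the library total did not account for the drop, since the median limma log2 fold change was -1.26, and -1.30 with the libraries scaled to the same median ratio. The drop did not rest on 1 library, as the median was still -0.97 in the fit that moved it most. A loss of all mitochondrial RNA alike would lower MT-RNR2, whose log2 fold change was 0.53 (limma's moderated standard error 0.413). Reads did not move to the 2 nuclear copies in the table, whose change was -0.844% of the loss, that is, they fell too. A difference in RNA selection between the groups stays open, with 1 of the 13 histone and small RNA genes higher with METH. An effect of METH on mitochondrial messenger RNAs is therefore a hypothesis.

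For 181 of 4098 genes the authors' log2 fold change departed by more than 0.5 from the log2 ratio of the mean values. In 36 of these the sign was opposite, which shrinkage of the fold change would not give. Other estimators stay open for part of them, since limma gave the authors' sign to 14 of the 36, and edgeR and DESeq2 on the recovered reads to 0. Departing genes more often held a library more than 1 (log2) from the other 2 of its group (54.7% against 12.5%, odds ratio 8.48), and more often overlapped another annotated gene (77.3% against 68.1%, odds ratio 1.60, Fisher's exact test, p = 0.00870). An outlying library and overlap with another gene may both contribute, and neither covers all of the departing genes.

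Of the 8 genes of the table within 1 Mb of MIR129-1, 1 was higher with METH and 7 were lower, which argues against a rise of the whole chromosomal region as the cause of the higher MIR129-1 values.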
